A study of Mus musculus with 8 samples.

How the data were processed

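The measurements are poly(A) RNA-seq profiles of gut epithelium from mouse embryos at E16.5, 8 libraries in 4 tissues with 2 each. Per the labels' protocols, the forestomach was parted from the hindstomach at the border of squamous and glandular epithelium, treated with Dispase and its epithelium peeled off by hand, while hindstomach, proximal small intestine and colon epithelium was released by shaking in EDTA, at a higher concentration for the hindstomach. Tissue and isolation method therefore coincide for the forestomach, and tissue and EDTA concentration coincide for the hindstomach.

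The deposited values are FPKM, fragments normalized to transcript length and library size, in 1 table of 23393 gene symbols with 0 duplicated. Per the submitters' processing notes STAR 2.4.2a was used with mm10 (GRCm38). The program that computed FPKM, the annotation and the strand setting are not given in the sources used here, so overlapping, antisense and near-identical genes may share reads. Another 4 columns of the table match no sample listed here and were not used. FPKM divides by the sequenced total, so a library in which a few genes take a large share lowers all others. The 10 most abundant genes held 52.5% of summed FPKM in the library labelled forestomach replicate 1 and 6.27% to 17.4% in the other 7. FPKM is normalized to transcript length, so these are not shares of the reads. Of the symbols, 23257 matched the GENCODE M21 annotation of GRCm38, from which coordinates and gene types come.

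Read counts are not in the values. Low values lie on steps of 1 read per gene length, and comparing the steps between libraries gave the relative depth: 33.0% to 44.4% of low genes lay within 1% of a step, against 5.34% after shuffling. A factor of 2 in the step cannot be excluded, so the 2 classes of depth (near 1 and near 0.5 of intestine replicate 1) are uncertain by that factor. No interval or detection floor was derived from them, and limma has no counting error term. A value of 0 means that a gene is listed at 0.

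Values were analyzed as log2(FPKM + 1) for the 12894 genes with at least 1 FPKM in at least 2 libraries. A linear model with 4 tissue means was fitted with limma 3.58.1 in R 4.3.3 (eBayes with a mean-variance trend, 4 residual degrees of freedom). A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within the comparison and at least 2-fold change. Fold changes on the log2(FPKM + 1) scale understate the change of low genes. There were 7 comparisons, 3 of them described in full (hindstomach minus forestomach, intestine minus hindstomach, colon minus intestine), and a gene was called enriched in a tissue if called higher there than in each of the other 3. Gene lists, 26 in number, were tested with camera at a preset correlation of 0.01 and, as alternatives, with an estimated correlation and with fry, if at least 5 genes were measured. The erythroid list had fewer and the mitochondrially encoded list had no gene in the table, so neither was tested.

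The design, the gene lists, the alternatives and the rule for named genes were fixed before the data were examined. The rule took, per main comparison, the 6 called genes with the largest positive and the 6 with the largest negative log2 fold change that averaged at least 10 FPKM in the higher tissue, had both libraries of that tissue above both of the other, and were not predicted, RIKEN, ribosomal pseudogene or mitochondrial models. It also took the 6 enriched genes per tissue with the largest smallest fold change, up to 4 members of a list with the largest change, members going against their list and called regional transcription factors. The same rule was repeated without the library labelled forestomach replicate 1, a choice made after seeing the data, as were the genes that describe that library and the list members named only because they were called without it. Counts of called list members were made with all libraries and without that library, not with each other library left out. Some genes that the rule allows are not reported here. Alternatives were other pseudocounts, filters, scalings, variance models and fold rules, a fit of only the 2 tissues compared, a replicate block, and each library left out in turn. A term for the 2 classes of depth was added after seeing the data.

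The fits were tested on simulated data. With the spread of the real forestomach pair, 2-fold changes were recovered in 0% of 50 genes for hindstomach minus forestomach and for intestine minus hindstomach, and in 2% for colon minus intestine, 8-fold changes in 80%, 72% and 74%, with 0 false calls among 12201, 12188 and 12204 genes. With an unremarkable forestomach pair 2-fold changes were recovered in 42%, 40% and 36%, with 3, 7 and 4 false calls (1.75%, 3.98% and 2.33% of calls). Changes of 2-fold were therefore largely missed in these simulations, which changed 50 genes at each fold size. Recovery in the real data, where the number of changed genes is unknown, may differ. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for the remaining steps.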

Results

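Poly(A) RNA was measured in gut epithelium of mouse embryos at E16.5, a late stage of gestation. There were 8 libraries, 2 from each of 4 tissues: the forestomach (the squamous part of the rodent stomach), the hindstomach (its glandular part), the proximal small intestine, written here as intestine, and the colon. The labels number the 2 libraries of a tissue as replicates without saying whether they came from separate embryos, so p-values measure only the spread between these libraries, which may be technical. Total FPKM, a fragment count normalized to transcript length and library size, ran from 328490 in colon replicate 2 to 378497 in forestomach replicate 2, and stood at 545227 in the library labelled forestomach replicate 1. Absolute read numbers are unknown, but low values fell on steps that gave each library's depth relative to intestine replicate 1: 0.956 for hindstomach replicate 1, 0.930 for forestomach replicate 1 and 0.847 for colon replicate 2, against 0.498 for intestine replicate 2, 0.470 for colon replicate 1, 0.457 for forestomach replicate 2 and 0.429 for hindstomach replicate 2.

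Across the 12894 genes tested, which are not independent replicates, Pearson's r between the 2 libraries of a tissue was 0.984 for the intestine, 0.980 for the hindstomach and 0.959 for the colon, but 0.713 for the forestomach. Colon replicate 1 correlated better with intestine replicate 1 (0.972) than with colon replicate 2. The library labelled forestomach replicate 1 correlated better with hindstomach replicates 1 and 2 (0.778 and 0.801) than with its partner. Its most abundant transcript was the gastric zymogen progastricsin, Pgc, at 97969.9 FPKM or 18.0% of the library's summed FPKM, against 2.55 in forestomach replicate 2. The gastrokines Gkn1 and Gkn2 stood at 27487 and 35988 FPKM there, against 0.014 and 0 in forestomach replicate 2. The fetal transcript H19 was at 10.1 FPKM in it and at 4137 in forestomach replicate 2, and the growth factor gene Igf2 at 1.15 and 348. Squamous transcripts were present as well: Lor at 320.1 FPKM and Krt14 at 193. H19, Igf2, Gkn1, Gkn2 and Pgc were chosen after their values were seen. Every direction that involves the forestomach rests in part on this library.

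**Figure D1:**
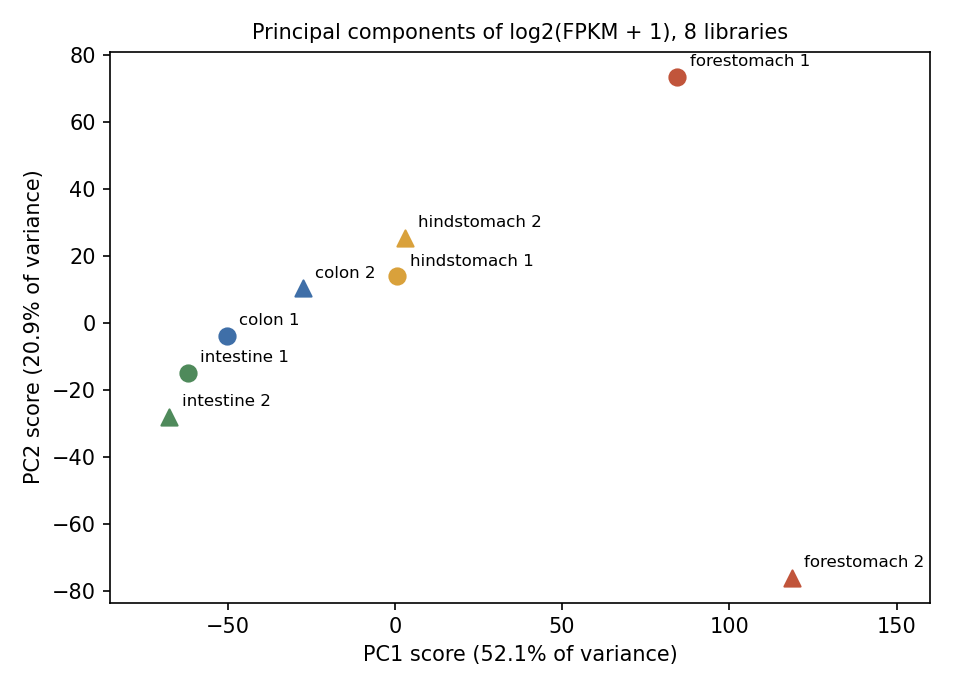
Principal component scores of log2(FPKM + 1) for the 8 libraries, PC1 on the horizontal and PC2 on the vertical axis with the percentage of variance each holds, colored by tissue (circles replicate 1, triangles replicate 2). The 2 forestomach libraries lie apart on PC2, at 73.5 and -76.1, and colon replicate 1 (-50.2 on PC1) lies nearer intestine replicate 1 (-61.9) than colon replicate 2 (-27.6).

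The first comparison set glandular against squamous stomach epithelium. Genes of the cornified squamous layer were among those that fell most in the hindstomach by the rule for named genes. Loricrin, Lor, stood at 320.1 and 3029 FPKM in forestomach replicates 1 and 2 and at 0.85 and 0.42 in the hindstomach, and Krtdap at 528 and 5429 against 6.99 and 1.57. Fam25c (364 and 978 against 0.73 and 0.43 FPKM), Lce3f (66.03 and 1245 against 0 and 0.063), the protease inhibitor gene Slpi (89.5 and 1242 against 0.3 and 0.16) and Crct1 (84.4 and 1399 against 0.57 and 0.32) fell in the hindstomach too. The genes that rose most there by the rule for named genes encode mainly digestive and absorptive proteins. They were the pancreatic protease genes Ctrb1 (2852 and 748 FPKM against 0.7 and 0.12 in the forestomach) and Cpa1 (284 and 66.6 against 0.02 and 0), the fatty acid binding proteins Fabp1 (1486 and 1410.1 against 4.26 and 0.58) and Fabp2 (651 and 775 against 12.8 and 0.71), the apolipoprotein Apoa4 (1105 and 1544 against 48.9 and 0.86) and Prap1 (226 and 213 against 0.043 and 0.058). Over 18 pancreatic acinar genes the median log2 ratio of hindstomach replicate 1 to replicate 2 was 1.68. Fabp1 and Fam25c were called with each library left out in turn, while the call of each other gene in this paragraph ended without hindstomach replicate 1. Among those, Ctrb1 stayed called without hindstomach replicate 2 (adjusted p = 0.00751 with all libraries).

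In total 549 genes were called higher and 172 lower in the hindstomach (limma, Benjamini-Hochberg adjusted p under 0.05 and at least 2-fold on the log2(FPKM + 1) scale). Without the library labelled forestomach replicate 1 the counts were 1791 and 819, of which 512 and 93 were shared. The median log2 fold change of all genes was 0.39, and 0.053 with median-of-ratios scaling. The share of calls that were higher was 76.1% as deposited, 49.1% with median-of-ratios scaling, 48.5% with quantile normalization and 88.4% with every library rescaled to the same total. The total of 721 calls fell to 78 without hindstomach replicate 1, 75 without hindstomach replicate 2, 190 without either intestine library, 404 without colon replicate 1 and 405 without colon replicate 2, and rose to 3126 without forestomach replicate 2. With a term for the 2 classes of depth, chosen after seeing the data, it was 396.

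Of 21 measured genes of the suprabasal squamous list, 6 fell in the hindstomach and none rose (15 lower adjusted over the list alone, 18 of 18 without forestomach replicate 1). Lor changed by -9.25 ± 0.95 (log2 fold change ± SE, adjusted p = 0.00692), and Krtdap by -8.55 ± 1.09 (adjusted p = 0.0135). Krt10, a keratin of differentiating squamous cells, changed by -7.11 ± 0.83 (adjusted p = 0.0104) and Cnfn by -7.08 ± 1.49 (adjusted p = 0.049). The list was lower by camera (adjusted p = 5.71e-22), and adjusted p = 0.336 with an estimated correlation. In GRCm38 coordinates Lor lies on chromosome 3 from 92080271 to 92083142 and Krt14 on chromosome 11 from 100203162 to 100207548, both annotated as protein coding. Of 15 basal squamous genes only Krt14 was called, at 193 and 212 FPKM in the forestomach and 1.32 and 0.36 in the hindstomach (9 lower adjusted over the list alone, and 9 of 12 without forestomach replicate 1). Krt5, at 167 and 2574 against 19.5 and 0.82 FPKM, missed the threshold (adjusted p = 0.0576), as did Col17a1 (0.11) and the desmoglein Dsg3 (0.242). The basal list was lower by camera (adjusted p = 5.00e-11), and adjusted p = 0.336 with an estimated correlation. Of 13 immediate early and heat shock genes 5 fell (5 adjusted over the list alone): Hspb1 (195 and 1080.2 against 9.32 and 4.79 FPKM), Hspa1b (23.5 and 27.2 against 0.92 and 0.75), Hspa1a (12.5 and 13.96 against 0.32 and 0.31), Ier3 and Junb. The heat shock gene Dnajb1 was added without forestomach replicate 1, making 6. That list had a camera adjusted p = 7.20e-08, and adjusted p = 0.336 with an estimated correlation. The forestomach alone was incubated with Dispase and separated by hand, per the labels, whereas the other tissues were shaken in EDTA.

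Markers of other cell types differed between the forestomach libraries. The median log2(FPKM + 1) of 22 mesenchyme and smooth muscle genes was 5.02 in the library labelled forestomach replicate 1 and 0.92 in forestomach replicate 2, against 3.02 and 3.53 in the hindstomach. None was called over all genes or adjusted over the list alone, but without forestomach replicate 1 Vim and Barx1 rose, 2 of 21 (1 adjusted over the list alone). Camera had the list lower (adjusted p = 0.00764, and adjusted p = 0.732 with an estimated correlation), and higher without forestomach replicate 1 (adjusted p = 0.166). Of 6 genes of Hox paralog groups 6 to 8, Hoxc8 fell (12.1 and 37.8 against 0.12 and 0.027 FPKM; 1 adjusted over the list alone; camera adjusted p = 6.49e-05, and adjusted p = 0.336 with an estimated correlation), and without forestomach replicate 1 Hoxc8 and Hoxc6 fell, 2 of 5. Among 12 genes of groups 1 to 5 none was called (0 adjusted over the list alone; camera toward lower, adjusted p = 0.00196, and adjusted p = 0.457 with an estimated correlation), and without forestomach replicate 1 that call ended (adjusted p = 0.276) and Hoxc4 fell, 1 of 10. Of 25 cell cycle genes none was called, 9 were higher adjusted over the list alone, and camera had the list higher (adjusted p = 5.14e-04, and adjusted p = 0.723 with an estimated correlation), a call that ended without forestomach replicate 1 (adjusted p = 0.0654). In that fit Ccnb2, Plk1 and Mcm6 rose (3 adjusted over the list alone).

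The gastric glandular list depended on which forestomach libraries entered. With all 8 libraries 0 of its 24 measured genes rose in the hindstomach and 2 fell (2 adjusted over the list alone), namely Psca, at 6704 and 1232 FPKM in the forestomach and 94.7 and 175 in the hindstomach, and the water channel gene Aqp5, at 2.91 and 9.05 against 0.052 and 0.081. Its median log2 fold change was 0.60 and its mean 0.28, while camera pointed lower (adjusted p = 0.093). Without the library labelled forestomach replicate 1, 19 of 23 rose and 1 fell (20 and 1 adjusted over the list alone), and the camera test turned to higher (adjusted p = 1.61e-05, and adjusted p = 0.756 with an estimated correlation). Without forestomach replicate 2 the list was lower (adjusted p = 4.62e-12). The tight junction gene Cldn18, for example, stood at 337 and 339 FPKM in the hindstomach, at 175 in forestomach replicate 1 and at 14.9 in forestomach replicate 2. Gkn3 stood at 65.5 and 80.2 FPKM against 12.1 and 0.19, and the pepsinogen gene Pga5 at 795 and 4409 against 108 and 164, neither called.

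Camera had 4 lists of intestinal cell types and functions, and that of pancreas and liver genes, higher in the hindstomach. Whether intestinal epithelium in the hindstomach preparations contributed to the intestinal lists, or to the intestinal genes named above, was not tested. Of 21 brush border and digestion genes 10 rose (15 adjusted over the list alone), led by the intestinal alkaline phosphatase gene Alpi (83.8 and 104 FPKM against 0.12 and 0.061), lactase Lct (49.3 and 88.1 against 0.14 and 0.064), the cadherin Cdh17 (41.7 and 26.4 against 0.065 and 0.16) and Cdhr5. Camera gave an adjusted p = 1.45e-06 for it, and adjusted p = 0.336 with an estimated correlation. Of 22 lipid absorption genes 8 rose, among them Apoc3 and Mttp (13 adjusted over the list alone; camera adjusted p = 6.22e-05, and adjusted p = 0.457 with an estimated correlation). Of 15 goblet cell genes 4 rose (5 adjusted over the list alone), Tff3 (227 and 137 FPKM against 1.36 and 0.76), the mucin Muc13, Fcgbp and Zg16 (camera adjusted p = 0.00111, and adjusted p = 0.336 with an estimated correlation). The goblet call ended without forestomach replicate 2 (adjusted p = 0.102). Of 18 enteroendocrine genes 7 rose (9 adjusted over the list alone), among them the hormone genes Sct (29.3 and 24.4 FPKM against 0.33 and 0.034), Cck, Gip and Pyy (camera adjusted p = 0.00175, and adjusted p = 0.457 with an estimated correlation). That call too ended without forestomach replicate 2 (adjusted p = 0.773). Of 14 pancreas and liver genes 6 rose (11 adjusted over the list alone), with Cela2a at 165 and 46.2 FPKM against 0.39 and 0.052 and the alpha-fetoprotein gene Afp at 101 and 32.7 against 0.4 and 0.064 (camera adjusted p = 4.43e-05, and adjusted p = 0.457 with an estimated correlation, and 0.105 without forestomach replicate 2). Without forestomach replicate 1 the counts of higher genes in these 5 lists were 15, 14, 8, 13 and 11, with the brush border gene Slc15a1 lower. The colonocyte list was not called (camera adjusted p = 0.251, pointing lower against a median of 0.22). Of its 18 genes Aqp8 and Selenbp1 rose and Scnn1a fell (4 and 2 adjusted over the list alone), and 6 rose and 4 fell without forestomach replicate 1. These 3 were named after their values were seen, and each call ended without either hindstomach or either intestine library. Among 33 regional transcription factors 8 rose and 2 fell (11 and 8 adjusted over the list alone), and 16 rose and 8 fell of 30 without forestomach replicate 1. Camera did not call the list (adjusted p = 0.988). The intestinal factors Cdx2 (24.4 and 16.55 FPKM against 0.027 and 0) and Cdx1 (13.8 and 8.99 against 0.03 and 0) rose with Hnf4g, Isx, Nr1h4, Pdx1, Nr5a2 and Foxa1, and Klf4 (41.3 and 61.2 against 212 and 306) and Irx3 fell.

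**Figure D2:**
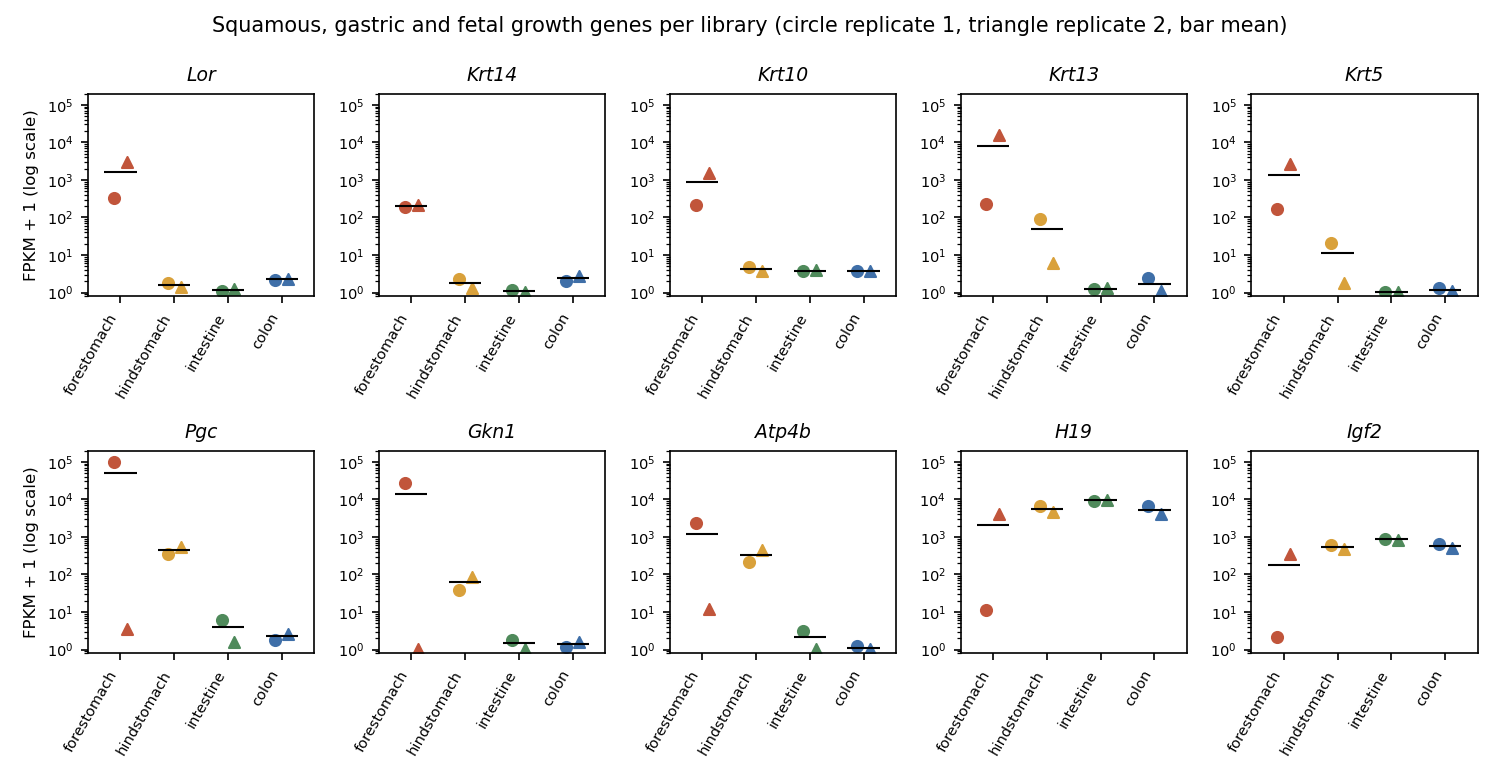
FPKM + 1 on a log axis for 10 genes in each tissue, circles for replicate 1, triangles for replicate 2 and bars for the mean of the 2 libraries. Lor and Krt14 are high in both forestomach libraries, while Pgc, at 97969.9 and 2.55 FPKM, and H19, at 10.1 and 4137 FPKM, differ between them.

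The comparison of intestine with hindstomach asked what separates small intestinal from glandular stomach epithelium. Among the genes that rose most in the intestine by the rule for named genes, Naaladl1 stood at 44.00 ± 3.52 FPKM (mean ± SD, n = 2) against 1.64 ± 0.54 in the hindstomach, the aminopeptidase gene Enpep at 102 ± 11.2 against 7.25 ± 0.28, the angiotensin-converting enzyme gene Ace at 144 ± 37.5 against 11.1 ± 6.11, and the folate receptor gene Folr1 at 187 ± 10.9 against 15.04 ± 0.39. Guca2b, which encodes uroguanylin, and the diamine oxidase gene Aoc1 rose by 3.84 ± 0.47 and 3.67 ± 0.27 on the log2 scale (adjusted p = 0.0163 and 0.00634). The hindstomach was higher in Bpifb1 (1659 ± 623 FPKM against 5.34 ± 6.91), Pga5 (2602 ± 2555 against 5.24 ± 3.75), Cldn18 (338 ± 1.44 against 1.46 ± 1.76), the gasdermin gene Gsdmc2 (165 ± 65.4 against 0.68 ± 0.65), Psca (135 ± 56.8 against 0.53 ± 0.67) and Mal (139.7 ± 15.4 against 0.61 ± 0.45). Without the library labelled forestomach replicate 1, the rule for naming genes also picked the proton pump gene Atp4b (326 ± 154 against 1.11 ± 1.51 FPKM), Anxa10 (345 ± 15.2 against 1.46 ± 1.54) and the milk-clotting protease gene Cym (23524 and 29459 FPKM in the hindstomach libraries, 266 and 67.1 in the intestine).

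There were 329 genes called higher and 319 lower in the intestine by limma, and 928 and 1245 without forestomach replicate 1, with all of the former among the latter (329 and 319 shared). The spread is pooled over tissues, so the forestomach pair sets part of the error although it is not compared. The median log2 fold change of all genes was -0.25, and 0 with median-of-ratios scaling, which moved the share of calls that were higher from 50.8% to 65.7%. The total of 648 calls was 2165 without forestomach replicate 2, 22 without hindstomach replicate 1 and 0 without hindstomach replicate 2, intestine replicate 1 or intestine replicate 2.

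Of 24 gastric glandular genes 4 fell in the intestine, Pga5 (-8.38 ± 0.96, adjusted p = 0.0147), Cldn18, Psca and Foxq1 (15 adjusted over the list alone, 22 of 23 without forestomach replicate 1). Atp4b and Anxa10 missed the threshold with all libraries (adjusted p = 0.112 and 0.0552). The list was lower by camera (adjusted p = 1.14e-05), and adjusted p = 0.854 with an estimated correlation. With all libraries squamous lists pointed lower without a camera call (adjusted p = 0.312 for each). Of their genes 2 of 15 basal and 0 of 21 suprabasal were called lower. Camera did call the suprabasal list lower with either forestomach library left out. Its median log2 fold change was -0.96 with all libraries and -1.61 over the 18 genes measured without forestomach replicate 1. In that fit members of both squamous lists were called lower, but camera did not call the basal list. The median log2(FPKM + 1) of the 23 listed suprabasal genes was 2.23 and 0.80 in hindstomach replicates 1 and 2. It was 0.13 and 0.10 in intestine replicates 1 and 2. Of 21 brush border and digestion genes 7 rose (12 adjusted over the list alone, 18 of 21 without forestomach replicate 1), including Enpep (3.64 ± 0.51, adjusted p = 0.0218), the maltase gene Mgam (57.05 ± 0.075 FPKM against 5.61 ± 1.24) and the meprin gene Mep1a (108 ± 12.02 against 12.2 ± 0.29). Camera gave an adjusted p = 2.22e-15, and adjusted p = 0.477 with an estimated correlation. Of 22 lipid absorption genes 6 rose (15 adjusted over the list alone, 21 of 22 without forestomach replicate 1). The lipoprotein assembly gene Mttp was at 625 ± 45.6 against 77.6 ± 3.13 FPKM and Creb3l3 at 202 ± 27.3 against 27.97 ± 0.66, while Rbp2 and the sterol transporter gene Npc1l1 missed the threshold (adjusted p = 0.0922 and 0.0683). The list was higher by camera (adjusted p = 2.67e-15), and adjusted p = 0.477 with an estimated correlation. Of 8 bile acid genes 3 rose (5 adjusted over the list alone): the transporter genes Abcc2, Slc51b and Slc51a, the last at 161 ± 28.5 against 23.5 ± 1.27 FPKM (camera adjusted p = 1.14e-05, and adjusted p = 0.477 with an estimated correlation). Nr1h4 and Abcb11 were added without forestomach replicate 1, making 5.

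Goblet cell genes divided, with 2 of 15 higher and 2 lower (6 and 2 adjusted over the list alone). Muc13 and Tff3 rose, whereas the goblet cell transcription factor gene Spdef (6.22 ± 1.57 against 33.7 ± 0.58 FPKM) and Galnt12 fell, and Creb3l1 did not pass (adjusted p = 0.162). The counts were 8 and 4 without forestomach replicate 1, with Creb3l1 and Agr2 among the lower. Camera had the list higher (adjusted p = 0.0117), and adjusted p = 0.654 with an estimated correlation. Of 18 enteroendocrine genes 3 rose, Gip, Nts and Sct (4 higher and 2 lower adjusted over the list alone), and the gastrin gene Gast stood at 0.75 and 0.91 FPKM in the intestine libraries against 10.7 and 15.3 in the hindstomach without passing (camera adjusted p = 0.0355, and adjusted p = 0.854 with an estimated correlation). That call ended without forestomach replicate 1 (adjusted p = 0.0548), forestomach replicate 2 (0.0533) or hindstomach replicate 2 (0.0558). Cck and Chgb also rose without forestomach replicate 1, making 5, and Gast and Isl1 fell. Among 33 regional transcription factors 5 rose and 6 fell (7 and 7 adjusted over the list alone), and 10 rose and 11 fell of 30 without forestomach replicate 1. Camera did not call the list (adjusted p = 0.502), pointing higher against a median of -0.29 and a mean of -0.34. The stomach factor gene Sox2 fell from 39.00 ± 3.09 to 0.18 ± 0.23 FPKM, Sox21 from 34.1 ± 0.91 to 0.14 ± 0.17, Foxq1 from 118 ± 16.1 to 6.25 ± 0.61 and Foxa1 from 93.9 ± 1.87 to 5.98 ± 0.93, with Irx5 and Klf4. Cdx2 rose from 20.5 ± 5.57 to 134 ± 1.26 FPKM, Cdx1 from 11.4 ± 3.4 to 82.2 ± 3.65 and Isx from 11.9 ± 4.16 to 76.7 ± 2.42, with Osr2 and Nr5a2. In GRCm38 coordinates Cdx2 lies on chromosome 5 from 147300805 to 147307270, and Sox2 on chromosome 3 from 34650405 to 34652461, both annotated as protein coding.

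**Figure D3:**
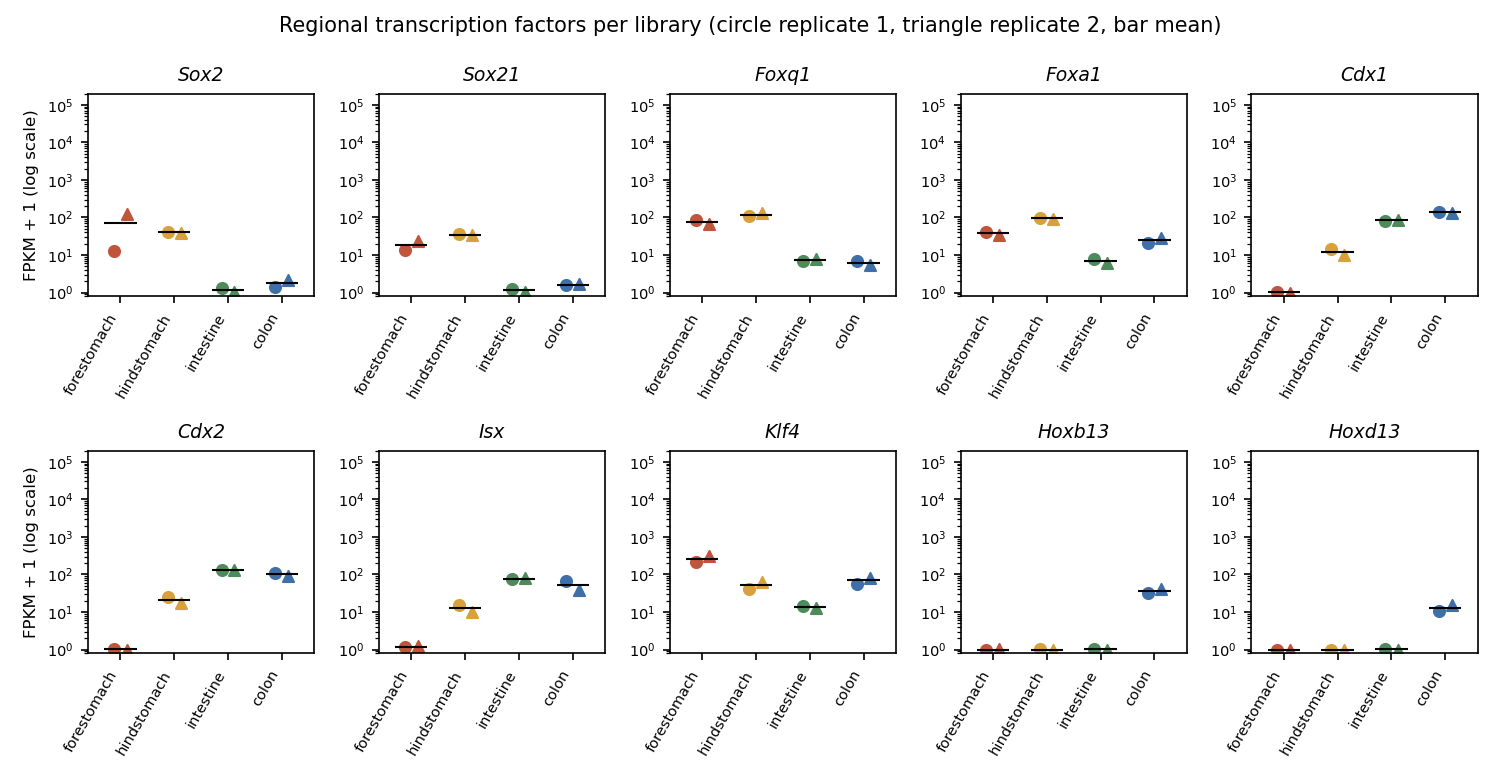
FPKM + 1 on a log axis for 10 regional transcription factor genes in each tissue, circles for replicate 1, triangles for replicate 2 and bars for the mean of the 2 libraries. Cdx1 and Cdx2 are highest in the intestine and colon, Foxq1 in both stomach parts, and Hoxb13 and Hoxd13 in the colon.

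The comparison of colon with intestine asked what separates the large from the small bowel before birth. The colon held the hormone gene Insl5 at 75.7 ± 20.7 FPKM (mean ± SD, n = 2) against 1.03 ± 1.09 in the intestine, the posterior homeobox gene Hoxb13 at 35.7 ± 7.65 against 0.024 ± 0.034 and the non-gastric proton pump gene Atp12a at 33.2 ± 8.58 against 0.017 ± 0.018. Sval1 (80.04 ± 12.8 against 1.61 ± 0.35 FPKM), the amino acid transporter gene Slc6a14 (29.3 ± 0.45 against 0.09 ± 0.073) and the sialyltransferase gene St6galnac6 (28.5 ± 8.31 against 0.66 ± 0.37) were also higher. Their log2 changes were 5.32 ± 0.47, 5.15 ± 0.22, 5.05 ± 0.24, 4.96 ± 0.28, 4.80 ± 0.45 and 4.14 ± 0.50. No gene was called lower in the colon. Oit1 (176 ± 53.99 against 2.66 ± 0.76 FPKM) was named without forestomach replicate 1, as were Cyp4f16 (7.25 ± 0.14 against 26.8 ± 8.63) and H2-Bl (6.17 ± 0.081 against 16.8 ± 2.88) among lower genes.

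By limma 49 genes were called higher and 0 lower, against 945 and 121 at an unadjusted p under 0.05 with the same fold minimum. Without forestomach replicate 1 there were 312 and 5, and all 49 were shared. The median log2 fold change of all genes was 0.23, and -0.083 with median-of-ratios scaling, and no scaling moved the share of higher calls by over 10 points. The total was 313 without forestomach replicate 2, 3 without either hindstomach library, 23 with the term for depth class, and 0 without either colon or either intestine library.

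Of 9 measured Hox genes of paralog groups 9 to 13, 6 rose in the colon (9 adjusted over the list alone): Hoxb13 (5.15 ± 0.22, adjusted p = 0.00363), Hoxd13 (9.95 and 14.2 FPKM in the 2 colon libraries against 0.02 and 0.0067), Hoxb9 (6.61 and 10.7 against 0.11 and 0.0065), Hoxa10 (5.12 and 9.69 against 0.018 and 0), Hoxa13 and Hoxa9. Camera gave an adjusted p = 9.87e-16, and adjusted p = 0.328 with an estimated correlation. Hoxb13 lies on chromosome 11 from 96194316 to 96197447 and Insl5 on chromosome 4 from 103017872 to 103026842 (GRCm38), both annotated as protein coding. Of 18 colonocyte genes 4 rose (6 adjusted over the list alone), among them Atp12a, the bestrophin gene Best2 (12.6 and 19.02 against 0.04 and 0.008 FPKM) and the carbonic anhydrase gene Car1. Another carbonic anhydrase gene, Car2, stood at 102 and 92.7 against 4.73 and 1.97 FPKM but missed the threshold (adjusted p = 0.332). It was among 7 colonocyte genes that rose without forestomach replicate 1 (8 adjusted over the list alone). The colonocyte list was higher by camera (adjusted p = 0.00765), and adjusted p = 0.401 with an estimated correlation. Without colon replicate 1 it pointed lower (adjusted p = 0.388), and without colon replicate 2 the call ended (adjusted p = 0.0508). Of 15 goblet genes only Spdef rose (28.5 and 50.8 against 7.33 and 5.11 FPKM), with 9 higher adjusted over the list alone. The mucin gene Muc2 stood at 36.6 and 47.6 against 2.37 and 6.4 FPKM (adjusted p = 0.0649), Creb3l1 at 63.4 and 101 against 7.98 and 5.28 and Agr2 at 514 and 716 against 118 and 96.00. These 3 were among 6 goblet genes that rose without forestomach replicate 1 (12 adjusted over the list alone). Camera had the goblet list higher (adjusted p = 8.01e-05), and adjusted p = 0.328 with an estimated correlation. Of 18 enteroendocrine genes Insl5 and Pyy rose (2 higher and 1 lower adjusted over the list alone), and Gip and Cck did not pass. Camera did not call that list (adjusted p = 0.123), pointing lower with the median of -0.37 against a mean of 0.15, but called it lower without colon replicate 1 (0.0366), forestomach replicate 1 (0.0131) or forestomach replicate 2 (0.0118). With an estimated correlation it had an adjusted p = 0.710 with all libraries and an adjusted p = 0.536 without forestomach replicate 1. Of 33 regional factors 2 rose, Foxa1 among them (3 adjusted over the list alone; camera adjusted p = 0.303), and 6 of 30 without forestomach replicate 1.

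Absorptive genes lay lower in the colon as lists but with no called member. Over 22 lipid absorption genes the median log2 fold change was -1.25 (0 called either over all genes or adjusted over the list alone; camera adjusted p = 3.58e-14, and adjusted p = 0.328 with an estimated correlation). Rbp2 stood at 1333 and 338 FPKM in colon replicates 1 and 2 against 2047 and 3027 in the intestine, Apoa4 at 5177 and 1461 against 6997 and 10754 and Fabp1 at 4773 and 1502 against 6782 and 9222. Over 21 brush border genes the median was -0.89 (0 called, 0 adjusted over the list alone; camera adjusted p = 9.58e-10, and adjusted p = 0.328 with an estimated correlation), with Alpi at 317 and 94.1 against 406 and 552 FPKM. Among bile acid genes Slc10a2, the ileal bile acid transporter gene, was the called member, at 2.21 and 2.1 against 0.08 and 0.048 FPKM, in a list that camera had lower (adjusted p = 0.0385, and adjusted p = 0.605 with an estimated correlation; 2 higher adjusted over the list alone). That call ended without forestomach replicate 1 (adjusted p = 0.0627), forestomach replicate 2 (0.0586) or intestine replicate 2 (0.124). Slc10a2 and Fabp6 rose without forestomach replicate 1 (2 higher and 1 lower adjusted over the list alone). The anterior Hox genes of groups 1 to 5 (camera adjusted p = 4.84e-04, and adjusted p = 0.589 with an estimated correlation) and of groups 6 to 8 (camera adjusted p = 0.0385, and adjusted p = 0.577 with an estimated correlation) held no called gene, and 5 of 12 and 1 of 6 were higher adjusted over the list alone. Hoxa7 rose without forestomach replicate 1, and 7 of 10 and 3 of 5 were then higher adjusted over the list alone. The call on groups 6 to 8 ended without colon replicate 2 (adjusted p = 0.113). Pancreas and liver genes were lower by camera (adjusted p = 0.00151, and adjusted p = 0.605 with an estimated correlation; 0 of 14 called, 0 adjusted over the list alone), except without intestine replicate 1 (adjusted p = 0.402). Among markers of other cell types, camera had those of mesenchyme and smooth muscle and of the enteric nervous system higher in the colon. Both anterior Hox lists were higher by camera too, opposite to the absorptive lists. The median log2(FPKM + 1) of mesenchyme and smooth muscle genes was 4.70 in colon replicate 1, 5.83 in colon replicate 2, 3.76 in intestine replicate 1 and 2.02 in intestine replicate 2, with 0 of 22 called and 0 adjusted over the list alone (camera adjusted p = 0.00997, and adjusted p = 0.715 with an estimated correlation). Without intestine replicate 2 that call ended (adjusted p = 0.117). None was called over all genes without forestomach replicate 1, but 18 of 21 were then higher adjusted over the list alone. Enteric nervous system genes had a median log2 fold change of 1.92, with 0 of 12 called and 3 adjusted over the list alone (camera adjusted p = 0.00367, and adjusted p = 0.605 with an estimated correlation). Their call ended without colon replicate 2 (adjusted p = 0.114), forestomach replicate 1 (0.0650) or forestomach replicate 2 (0.0615), although without forestomach replicate 1 8 of 11 were higher adjusted over the list alone (0 called).

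Tissue-enriched genes, called higher in 1 tissue than in each of the other 3, numbered 144 in the forestomach, 26 in the hindstomach, 33 in the colon and 0 in the intestine by limma. Under an unadjusted p of 0.05 with the same fold minimum the intestine had 103. Forestomach-enriched genes were led by Lor, Fam25c, Krtdap, Lce3f, Crct1 and Lgals7 (762 and 229.7 FPKM in replicates 1 and 2). Hindstomach-enriched genes were led by Gsdmc2, its neighbor in name Gsdmc3 (37.9 ± 15.4 FPKM, mean ± SD, n = 2), Chad (63.1 ± 27.3), the calcium channel gene Trpv6 (14.7 ± 1.08), Nepn (12.7 ± 5.29) and Myo16 (14.04 ± 3.27). Reads of near-identical members of the Gsdmc family can be divided between them by the counting, so their separate values are uncertain. Colon-enriched genes were led by Insl5, Hoxb13, Atp12a, Sval1, the microRNA gene Mir196a-1 (16.54 ± 6.46 FPKM) and Best2. Mir196a-1 is annotated over a short stretch of chromosome 11, from 96265164 to 96265265 (GRCm38). Its value may hold reads of an overlapping transcript and is not taken as a level of mature microRNA. Without forestomach replicate 1 the numbers were 578, 220, 97 and 5, in the order forestomach, hindstomach, colon and intestine, sharing 68, 26, 33 and 0 with those above. Among hindstomach-enriched genes the rule then named Pgc (349 and 533 FPKM), Gkn2 (79.7 and 161), Gkn1 (37.3 and 84.4), Dpcr1 (177 and 248), the intrinsic factor gene Gif (86.6 and 134) and Atp4b. It also named Sprr3, Krt4 and Asprv1 in the forestomach, and Cyp4f16 and H2-Bl in the intestine. Without forestomach replicate 2 the numbers were 450, 111, 99 and 5. Leaving out colon replicate 1, colon replicate 2, intestine replicate 1 or intestine replicate 2 left 48, 67, 42 and 43 genes in the forestomach and 0 in the hindstomach, colon and intestine. Leaving out hindstomach replicate 1 or 2 left 21 and 22 in the forestomach, 3 and 0 in the hindstomach and 3 and 2 in the colon.

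For the remaining pairs limma called 2201 genes between intestine and forestomach (1456 higher, 745 lower), 1497 between colon and forestomach (1186 and 311) and 194 between colon and hindstomach (138 and 56). Without forestomach replicate 1 these were 3489, 3197 and 949, and without forestomach replicate 2 3949, 3552 and 947. Intestine against forestomach fell to 685 and 513 without intestine replicates 1 and 2. Colon against forestomach fell to 423 and 694 without colon replicates 1 and 2, 759 and 756 without hindstomach replicates 1 and 2, and 723 and 725 without intestine replicates 1 and 2. Colon against hindstomach fell to 0 without either colon library, 18 and 4 without hindstomach replicates 1 and 2, and 57 and 58 without intestine replicates 1 and 2. The share of higher calls moved from 66.2% to 78.4% for intestine against forestomach with libraries rescaled to the same total. For colon against forestomach it moved from 79.2% to 90.5% that way, 57.3% with median-of-ratios scaling and 54.4% with quantile normalization, and for colon against hindstomach from 71.1% to 60.3% with quantile normalization. The mean of intestine and colon against the mean of both stomach parts gave 935 genes higher and 430 lower (1354 and 784 without forestomach replicate 1). Their total of 1365 fell to 807 without colon replicate 1, 768 and 724 without hindstomach replicates 1 and 2, and 818 and 679 without intestine replicates 1 and 2. There, 15 of 21 brush border genes, 17 of 22 lipid genes and 11 of 15 goblet genes were higher, and 12 of 24 gastric glandular genes and 10 of 21 suprabasal squamous genes were lower (18, 18, 11, 15 and 14 adjusted over the list alone). The counts without forestomach replicate 1 were 21 of 21, 19 of 22, 12 of 15, 18 of 23 and 18 of 18, with 1 gastric glandular gene higher. Camera adjusted p-values for these 5 lists ran from 1.57e-12 to 1.07e-05, and each had an adjusted p = 0.341 with an estimated correlation.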

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

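Of the alternatives below, only the term for depth class was chosen after the data were seen. The counts of called genes depended strongly on which libraries entered, and list calls on the correlation assumed: 30 list tests of the 3 main comparisons passed with camera, 0 with an estimated correlation, 16 with fry, and 26 to 32 leaving out 1 library each. Leaving out 1 library leaves its tissue with 1, which is then assumed to vary like the others. The ranges were 75 to 3126 called genes for hindstomach minus forestomach, 0 to 2173 for intestine minus hindstomach, 0 to 317 for colon minus intestine, 513 to 3949 for intestine minus forestomach, 423 to 3552 for colon minus forestomach, 0 to 949 for colon minus hindstomach and 679 to 2138 for intestine and colon minus both stomach parts. For enriched genes they were 21 to 578 in the forestomach, 0 to 220 in the hindstomach, 0 to 5 in the intestine and 0 to 99 in the colon. The high ends come from leaving out a forestomach library, which removes the spread of that pair.

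With treat the counts for the 7 comparisons in that order were 137, 43, 10, 618, 384, 48 and 311, and 36, 6 and 10 enriched genes in forestomach, hindstomach and colon, since the fold minimum enters the test. With only the 2 tissues compared the first 6 were 79, 2296, 29, 599, 142 and 694, and the enriched genes 17, 2 and 6. A pseudocount of 5 gave 350 for hindstomach, 1329 for intestine and 852 for colon minus forestomach, 783 for the mean comparison and 69 forestomach-enriched genes. A pseudocount of 0.1 gave 22 for colon minus intestine, 103 for colon minus hindstomach, and 14 and 15 enriched genes in hindstomach and colon. Without a low-value filter there were 392 calls for intestine minus hindstomach and 1 intestine-enriched gene, and with at least 5 FPKM 12 for colon minus intestine and 7 colon-enriched genes. Rescaling to a common total gave 1229 for hindstomach and 2789 for colon minus forestomach. Median-of-ratios scaling gave 454 for hindstomach minus forestomach, 17 hindstomach-enriched and 1 intestine-enriched gene, and quantile normalization 227 forestomach-enriched genes. The depth class term gave 396 for hindstomach minus forestomach, 23 for colon minus intestine, and 86, 16 and 20 enriched genes in forestomach, hindstomach and colon. The cause was not tested where none is given. The planned summing of values with the same symbol was not run, as 0 symbols were duplicated, and the fit of 2 tissues gives no mean comparison.

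Same-numbered libraries did not deviate together in every pair of tissues: r of their deviations across genes was -0.25, 0.14, 0.27, -0.0047, -0.013 and -0.58 over the 6 pairs of tissues. With a replicate block the calls were 335 for hindstomach minus forestomach, 237 for intestine minus hindstomach, 9 for colon minus intestine and 99 for colon minus hindstomach, with 326, 234, 9 and 95 shared with the fit without it, and 81, 13 and 9 enriched genes in forestomach, hindstomach and colon.

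For hindstomach minus forestomach these named genes, not called with all libraries, were called in opposite directions without forestomach replicate 1 and without replicate 2. The log2 fold changes were 6.93 for Pgc, 6.84 for Gkn2, 5.82 for Gkn1, 6.22 for Clps, 3.61 for Pla2g1b, -1.66 for Sox2, 2.32 for Barx1 and -1.89 for Slc15a1 without replicate 1, and -7.82, -8.30, -8.91, -6.98, -9.57, 1.66, -2.26 and 1.63 without replicate 2. For Atp4b, Dpcr1 and Gif they were 4.66, 5.30 and 4.68 without replicate 1 and -2.91, -3.27 and -3.18 without replicate 2. Clps, at -0.38 with all libraries, was also at 0.13 without hindstomach replicate 2, and Sox2, Barx1 and Slc15a1, at 0.0021, 0.030 and -0.13, were at -0.077, -0.21 and 0.0696 without hindstomach replicate 1. The gastric glandular list turned to higher without forestomach replicate 1 (camera adjusted p = 1.61e-05, with a range of 4.62e-12 to 0.256 over all libraries left out), and the mesenchyme list to higher with adjusted p = 0.166 (range from 9.06e-10). With fry, which does not compare a list with other genes, the regional factor list (adjusted p = 0.00656), the ligand list (0.991) and, for colon minus intestine, the bile acid list (0.755) turned, and without colon replicate 1 the colonocyte list turned in camera with adjusted p = 0.388 (range from 1.70e-04). No named gene that was called with all libraries turned direction under another pseudocount, filter or scaling. Pgc, Gkn1, Gkn2, Clps, Sox2, Barx1 and Slc15a1, not called for hindstomach minus forestomach, did change sign under a pseudocount or scaling. Absolute depth is unknown, so no depth limit can be given for genes listed near 0.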

Other observations

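The tests of a swap and of a mixture for forestomach replicate 1, and both tests each for the colon libraries and for pancreatic transcripts, were chosen after the result was seen; the tests on fetal growth and mucosal immune genes and the count of splits were set before, but the limit of that count to whole tissues after. Among 23 measured genes for epithelial signalling ligands, the hedgehog ligand gene Ihh stood at 81.9 and 99.8 FPKM in the 2 hindstomach libraries against 13.1 and 5.35 in the forestomach, and rose by 3.27 ± 0.37 on the log2 scale (limma adjusted p = 0.00985). Fgf9 also rose (3.93 and 4.83 against 1.12 and 0.73 FPKM), and Ereg, which encodes epiregulin, fell (0.095 and 0.099 against 1.6 and 2.35), making 2 genes higher and 1 lower (3 and 2 adjusted over the list alone; camera adjusted p = 0.00451 toward lower, and adjusted p = 0.336 with an estimated correlation). That call ended without forestomach replicate 1 (adjusted p = 0.276), where 6 of 21 rose and 6 fell. The Wnt ligand genes Wnt4 (10.6 and 13.4 against 15.6 and 268 FPKM), Wnt7b (0.4 and 0.2 against 1.55 and 34.2) and Wnt10a (0.12 and 0.0079 against 1.71 and 9.5) did not pass with all 8 libraries. Lamb3, of the basal squamous list, rose in the colon over the intestine (5.29 and 8.31 against 0.63 and 0.35 FPKM).

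The library labelled forestomach replicate 1 held 71034 FPKM of Clps and 32102 of Pla2g1b beside the gastric transcripts above (both chosen after their values were seen), and 6.55 and 2.44 were measured in forestomach replicate 2. Against a swap with a hindstomach library, the nearer of these lay 6.97 below forestomach replicate 2 in the median log2 value of suprabasal squamous genes. Against a mixture of the other epithelia, 86 tested genes lay 10-fold or more below the lowest of the other 7 libraries. Where that lowest value was at least 10 FPKM there were 13. On that measure forestomach replicate 2 had 47, and the hindstomach, intestine and colon libraries 0. Material of a later stage, an idea that came from H19 and Igf2, is a candidate source. Over 10 mucosal immune genes, of which 7 reached 1 FPKM in another library, the median log2 ratio to the other libraries was 4.04. Its bootstrap 95% interval was 0.47 to 4.79, with Cd74 at 92.0 and H2-Eb1 at 78.9 FPKM. The median ratio was past the bound set beforehand, though immune cells in the preparation would raise these genes too. The 12 listed general immune genes had a median log2(FPKM + 1) of 3.25 in this library and 0.16 in forestomach replicate 2. That median ran from 0.92 to 2.89 in the other 6 libraries. Over 16 fetal growth genes, listed without H19 and Igf2, the median was -1.96 (-3.25 to -0.66), short of the bound of -2 set beforehand, so that test left the question open (the 14 genes passing the low-value filter, which is not the test as worded, gave -2.43). A wrong label or a sample from outside the 8 stays open too, as the labels give all libraries 1 stage, and no biological difference other than stage was tested.

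Colon replicate 1 lay nearer the intestine than colon replicate 2 did, with r across genes to intestine replicate 1 of 0.972 against 0.907. Small intestinal epithelium in the preparation of colon replicate 1 may be a source, and the test left it open. The 12 colonocyte genes at least 2-fold higher in colon replicate 2 than in the intestine had a median ratio of colon replicate 1 to colon replicate 2 of 0.939 (bootstrap 95% interval 0.798 to 1.20). Over all 674 genes 5-fold higher in the intestine, the test as worded, the share needed was 0.154, which would leave colonocyte genes at 0.846, within the 0.15 allowed. Over the 158 of them passing the low-value filter the share was 0.546, which would leave 0.454, far below the measured ratio, so the 2 forms disagree. More non-epithelial tissue in colon replicate 2 may be a source too and stays open. It would lower general epithelial genes there, whose median ratio to colon replicate 1 was 1.05 (0.951 to 1.22, 18 genes), but a small share need not show in these. Summed FPKM was higher in colon replicate 2 than in colon replicate 1 for mesenchyme and smooth muscle (2136 against 957), enteric nervous system (163 against 52.3), endothelium (112 against 45.4) and immune genes (104 against 48.0). A difference in the position sampled along the bowel, which the labels do not give, was not tested.

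Pancreatic enzyme transcripts were higher in replicate 1 than in replicate 2 for 18 of 18 acinar genes in the hindstomach and in the intestine and for 16 of 18 in the colon (5 of the 18 are also in the pancreas and liver list). Reads spilled over from 1 of the 8 libraries are argued against, as the highest summed level, 5037 FPKM in hindstomach replicate 1, was 2.48 times the third-highest, 2027 in colon replicate 1. Pancreatic tissue carried along in dissection may be a source, and would hold the genes in 1 ratio: the SD of the log2 ratio of hindstomach replicate 1 to intestine replicate 1 over the 18 genes was 0.737 (bootstrap 95% interval 0.253 to 1.12), between the bounds of 0.5 and 1 set for the test, which therefore left it open. The SD was 0.395 over the 14 genes passing the low-value filter and 0.345 with a pseudocount of 1, and neither form is the test as worded. Expression in gut epithelium itself stays open.

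For the 4 intestine and colon against the 4 stomach libraries, a fit of 2 groups called 529 genes. Only 3 of the 35 splits of the 8 libraries into 4 and 4 keep the 2 libraries of each tissue together, too few for a share under 0.05. Of these 3, 1 called as many genes, the real one itself, and the highest of the other 2 called 0. The remaining 32 part the libraries of a tissue, so differences between tissues enter their spread, and they are no measure of chance here.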
